A study of Homo sapiens with 6 samples. Its data were reported in "Novel lncRNA-IUR suppresses Bcr-Abl-induced tumorigenesis through regulation of STAT5-CD71 pathway" (2019).

How the data were processed

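K562 cells had been treated with DMSO or 10 μM imatinib for 12 h, with 3 arrays per group. Per the labels and the file headers, the authors converted total RNA to cRNA labelled with cyanine 3, hybridized it to Agilent design 062918 and extracted each array separately with Feature Extraction version 10.7.1.1. The deposited processed signal is an intensity on a linear scale, after background subtraction and detrending within the array and with a small positive surrogate for spots not distinguishable from background. The mean spot intensity and the median local background intensity were also deposited per the file headers. Other deposited columns are flags for signal well above background, saturation and outliers, set by the authors' extraction software. No normalization between arrays had been made.

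Spots marked as non-uniform or population outliers were left out, control spots were set apart, and the log2 intensity of the remaining spots of one probe was averaged. Of 111019 probes, 110982 had a value on all 6 arrays. The 75th percentile of each array over these probes was subtracted. A probe counted as well above background on an array when at least 50% of its spots were, and 78163 probes well above background on all arrays of at least 1 group were kept. Groups were compared with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes with group as the only term) and Benjamini-Hochberg adjustment over all kept probes. A call was an adjusted p under 0.05 with a fold change over 2. The control probes of GAPDH and PGK1 were tested with the prior variance of the kept probes and adjusted over these 4.

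The methods of the study name Student's test and p under 0.05, its results add a fold change over 2, and the processing of the arrays is referred to earlier work. That test was run as an alternative on the same values. The other alternatives listed before the data were examined were quantile and median scaling, normexp background correction with an offset of 50, no filter and a stricter filter, removal of saturated probes, an intensity trend with a robust prior, limma treat, array weights, the replicate number as a block, the slide as a block, and each array left out in turn. Slides were read from the file headers and each slide was scanned in 1 session, so slide and scan are the same factor here. Fits that combine the slide block with another alternative, the count with no fold threshold and the adjustment over custom probes alone were added after seeing the data.

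The rule for naming genes, set before the data were examined, asked for the study's genes, the extreme members of fixed gene lists, called probes with a gene name, and the probes detected in 1 group only. In these files the gene name of each non-control probe repeats the probe identifier, and 0 spots carry coordinates. The table of gene symbols given for naming holds no probe identifiers. So the comparisons by transcript class, TFRC, SESN3, the noncoding probes near SESN3 and the gene lists were not analysed here. Probe identifiers were limited to the 2 that rose and the 2 that fell most under the rule without its gene name condition, and probes detected in 1 group are given as counts.

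The model was tested on simulated arrays with the means and spread of the 78163 kept probes and 200 probes changed by known amounts. For imatinib against DMSO with no slide effect, 84.5% of changed probes were called without the block and 79.5% with it. With slide effects of the estimated size these shares were 59.0% and 79.5%, and unchanged probes called numbered 0 and 7. The simulated changes were all over 2-fold, and far fewer than the 9029 probes called in the data. These shares therefore do not give the sensitivity of the real comparison. The depth of an array is its signal over background. The 75th percentile of the signal was between 325 and 425 on the linear scale, and the median local background was 30 to 32 on slide 1 and 17 to 18 on slide 2.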

Results

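Gene expression was measured on 1-colour Agilent microarrays in K562 cells, an established human line derived from chronic myeloid leukemia that carries the Bcr-Abl fusion kinase. Cells were exposed for 12 h either to the solvent DMSO or to 10 μM imatinib, an inhibitor of the Abl kinase. Each group held 3 arrays, numbered replicate 1, 2 and 4. Each array carried 111019 probes other than controls, on 173795 spots. The share of probes well above background ranged from 69.2% on DMSO replicate 1 to 74.3% on DMSO replicate 2, and no non-control spot was saturated. Spot error within an array had a median SD between 0.139 and 0.177 on the log2 scale. It was taken over 2287 probes printed 10 times each and well above background on all 6 arrays, so dimmer probes were not covered. The number of arrays limits the precision of every comparison between groups.

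The arrays came from 2 slides, and each slide carried both groups. Slide 1 held DMSO replicate 2 with imatinib replicates 1 and 2, and slide 2 held DMSO replicates 1 and 4 with imatinib replicate 4. No array was a copy of another, since for every pair the median probe difference was at least 1.46 times its spot standard error, against 0.674 under spot noise alone. Across the 78163 probes kept for testing, Pearson's r between arrays of the same group and slide was 0.988 to 0.993. It was 0.969 to 0.972 for the same group on different slides, 0.957 to 0.963 for different groups on the same slide, and 0.931 to 0.948 where both differed. These correlations run across probes, which are not independent replicates. Treatment group took 43.0% of the variance after slide was fitted, and slide took 30.9% after group was fitted. The first principal component held 64.2% of the variance and the second 23.0%.

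**Figure D1:**
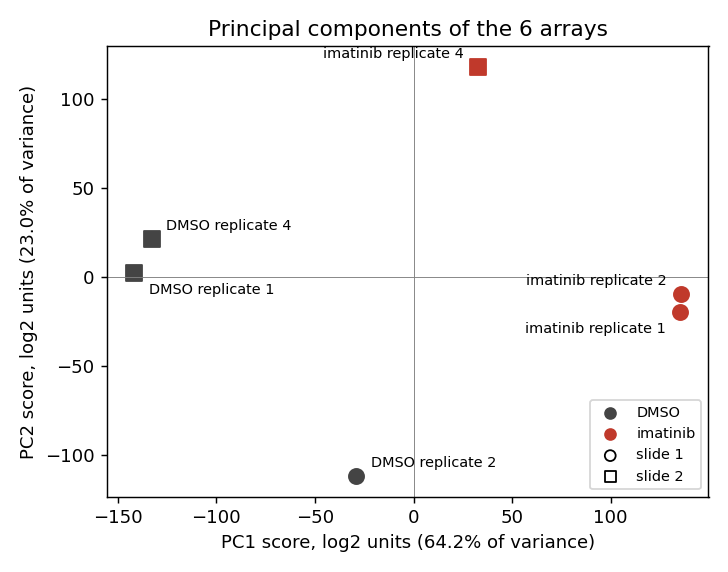
Scores of the 6 arrays on the first (x axis, 64.2% of variance) and second (y axis, 23.0%) principal components of the kept probes, in log2 units, with colour for group and marker shape for slide. The DMSO arrays lie below 0 and the imatinib arrays above 0 on the first component, and the array that is alone in its group on its slide lies nearest to 0 there.

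To learn which transcripts responded to imatinib, the groups were compared probe by probe. At an adjusted p under 0.05 (limma, Benjamini-Hochberg) and a fold change over 2, 9029 of 78163 probes changed. Of these, 3707 were higher and 5322 were lower with imatinib, so 41.1% of the changed probes were higher. After normexp background correction with an offset of 50 that share was 25.5%. The median difference of all kept probes was 0.226 on the log2 scale under this scaling, and 0.0739 after quantile scaling. The count moved most, either way, with array weights, which called 19261 probes, and with the limma test against a fold change of 2 (treat), which called 979. Without imatinib replicate 2 the count was 5913. A fit with slide as a block called 9047 probes, of which 4383 were higher and 4664 were lower. Both models called 7913 probes, each in the same direction. The 3 values of one group lay wholly above those of the other for 29143 kept probes, or 37.3%, where chance gives 10%. Of these, 15422 were higher and 13721 were lower with imatinib, so the balance was opposite to that of the called probes.

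**Figure D2:**
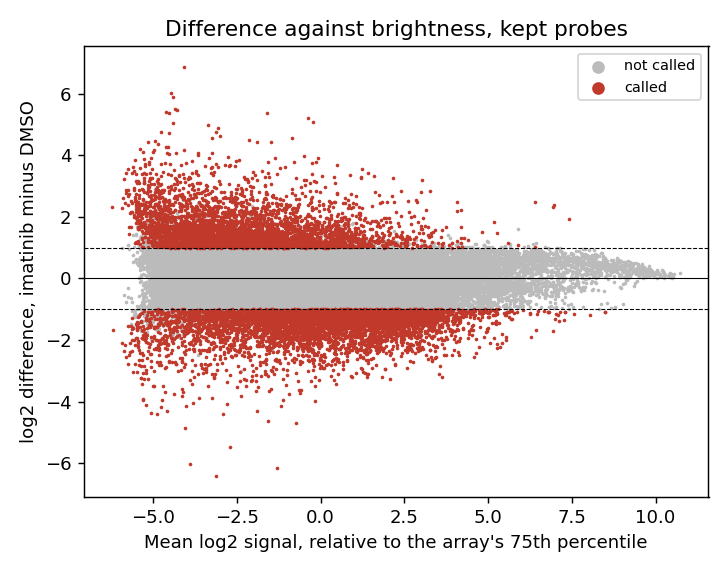
Log2 difference of imatinib minus DMSO (y axis) against mean log2 signal relative to the 75th percentile of the array (x axis) for the 78163 kept probes, 1 point per probe, with dashed lines at a fold change of 2 in either direction. The 9029 called probes are red, and they lie at nearly all brightness levels, on both sides of 0.

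The comparison was repeated within each slide. On slide 1 the mean of imatinib replicates 1 and 2 was set against DMSO replicate 2, and on slide 2 imatinib replicate 4 was set against the mean of DMSO replicates 1 and 4, so the 2 differences shared no array. Across kept probes the within-slide differences had a Pearson's r of 0.832 and a Spearman's rho of 0.746, and 80.2% of probes had the same sign in both. A limma test of whether the imatinib difference itself varied between slides found 0 of 78163 probes at an adjusted p under 0.05 and 3377 (4.32%) at an unadjusted p under 0.05, with 2 residual degrees of freedom.

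**Figure D3:**
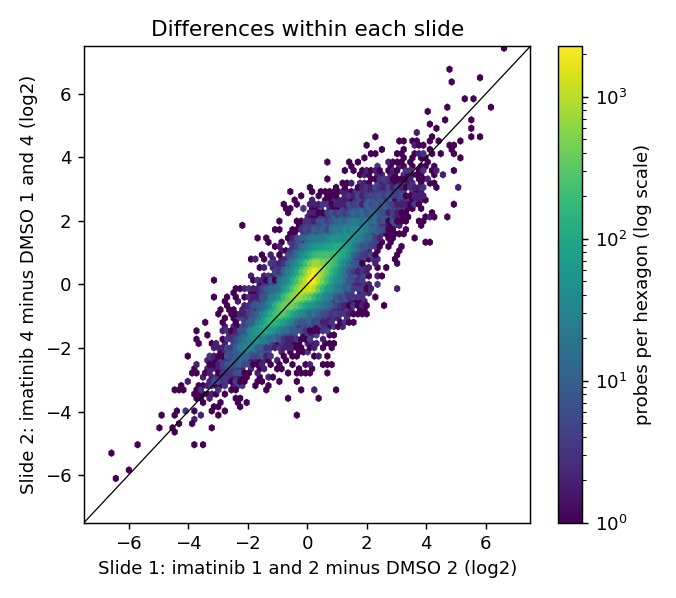
Log2 difference of imatinib minus DMSO on slide 1 (x axis) and on slide 2 (y axis) for the kept probes, with hexagons coloured by the number of probes on a log scale and a line of equality. The probes follow the line, with a Pearson's r of 0.832 between 2 differences that share no array.

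The array held 2 families of probes by the prefix of their names, a catalogue family and a custom family. Among 26188 catalogue probes kept, 3574 changed (13.6%). Among 51975 custom probes kept, 5455 changed (10.5%). In the fit with the slide block the counts were 3457 (13.2%) and 5590 (10.8%). The files give each of these probes an identifier only and do not pair it with a gene or a position, so the prefix does not separate long noncoding RNAs from protein-coding transcripts, and no gene is named for a probe here.

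The probes with the greatest rise and fall were taken from those called, well above background on all 6 arrays and without overlap between groups. Probe CUST_45027_PI429545406 had a normalized log2 signal of -4.29 ± 0.28 (SD, n = 3) with DMSO and 1.09 ± 0.25 (SD, n = 3) with imatinib, a log2 difference of 5.38 (SE 0.22, adjusted p = 0.000338). Probe A_33_P3384133 went from -2.97 ± 0.38 to 2.23 ± 0.30 (SD, n = 3 each), a log2 difference of 5.21 (SE 0.26, adjusted p = 0.000338). Probe A_32_P30649 went from 1.61 ± 0.12 to -3.09 ± 0.52 (SD, n = 3 each), a log2 difference of -4.70 (SE 0.28, adjusted p = 0.000408). Probe CUST_36015_PI429545406 went from 0.75 ± 0.28 to -3.88 ± 0.17 (SD, n = 3 each), a log2 difference of -4.63 (SE 0.21, adjusted p = 0.000338). After normexp background correction and quantile scaling the rises were 3.39 and 4.07 and the falls were -3.44 and -3.03.

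Other probes were well above background on every array of one group and on no array of the other, where the fold change is given as an approximate bound. There were 463 such probes with imatinib only and 277 with DMSO only. The bound sets the mean of the bright group against, per array of the dim group, the higher of the probe's own signal and the lowest signal well above background. It was at least 2-fold for 429 and 204 of them, and the highest values were 49.9-fold higher with imatinib and 64.6-fold higher with DMSO. The lowest signal well above background is a single extreme value per array and was not tested as a detection limit. These folds are therefore not strict lower bounds.

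Among the control features of the array, probes for the 3′ and the 5′ part of human GAPDH and PGK1 mRNA carry gene names, each on 10 spots. GAPDH, a glycolytic enzyme, is a common reference gene in quantitative PCR. The 3′ PGK1 probe was 6.10 ± 0.28 (SD, n = 3) with DMSO and 4.67 ± 0.36 (SD, n = 3) with imatinib, a log2 difference of -1.43 (SE 0.25). Its adjusted p over the 4 probes was 0.00213 (limma, with the prior variance of the kept probes). The 5′ PGK1 probe was 2.89 ± 0.56 and 1.24 ± 0.51 (SD, n = 3 each), a log2 difference of -1.65 (SE 0.36, adjusted p = 0.00392). The differences of the 3′ and the 5′ GAPDH probes were -0.61 (SE 0.29, adjusted p = 0.0984) and -0.33 (SE 0.19, adjusted p = 0.125). Neither had an adjusted p under 0.05, and the values of the groups overlapped across slides. Within each slide, every imatinib array lay below every DMSO array for both GAPDH probes. These differences were -0.26 on slide 1 and -0.50 on slide 2 for the 3′ probe, and -0.19 and -0.27 for the 5′ probe. With slide as a block the 3′ GAPDH probe had an adjusted p under 0.05 over the 4 probes (log2 difference -0.38, SE 0.14, adjusted p = 0.0401). The 5′ GAPDH probe did not (-0.23, SE 0.11, adjusted p = 0.0775). Both of these changes were under 2-fold. The 4 probes were lower with imatinib under each scaling used here.

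**Figure D4:**
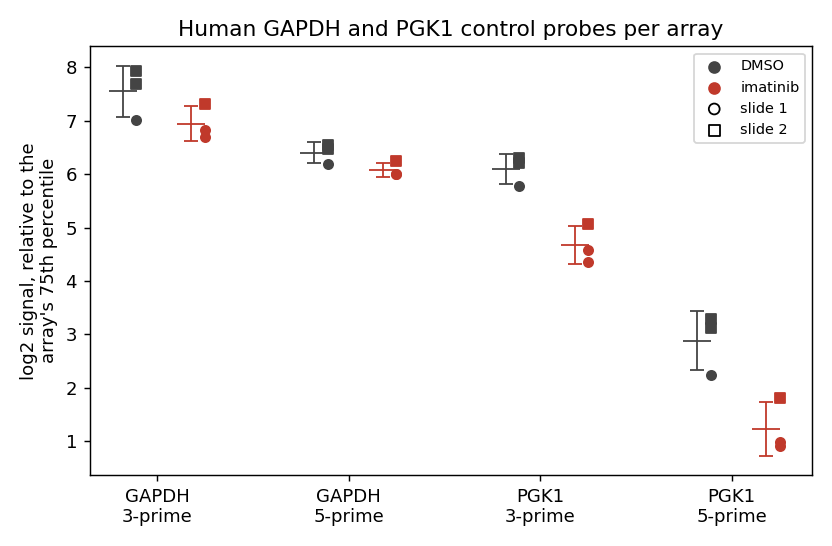
Normalized log2 signal (y axis, relative to the 75th percentile of the array) of the human GAPDH and PGK1 control probes (x axis), with points for the 6 arrays shaped by slide, and dashes and bars for the mean and SD of each group. The PGK1 values with imatinib lie below those with DMSO for both probes, while the GAPDH values of the groups overlap.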

Values the study reported

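The study reported 987 upregulated and 1479 downregulated lncRNAs in K562 cells treated with imatinib, at a fold change above 2.0 and p below 0.05 with n = 3.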

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

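The tests in this part were chosen after the results were seen. Groups of 3 arrays were too small for a search for outlying arrays.

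The E1A spike-in, an RNA added at labelling, was outside the comparisons above, and its brightest probe (60 spots per array) drew attention because its signal far above the negative controls differed between arrays over a range of 1.56 on the log2 scale. It was 12.2 on DMSO replicate 1, 12.5 on DMSO replicate 2, 12.4 on imatinib replicate 1 and 12.7 on imatinib replicate 2. It was 13.7 on DMSO replicate 4 and 13.6 on imatinib replicate 4. A difference between the slides as the cause is argued against, since the arrays of slide 2 alone spanned 1.56 while those of slide 1 spanned 0.342. An effect of imatinib is also argued against, because imatinib replicate 4 differed from DMSO replicate 4 by only -0.10. The arrays with the higher level share the replicate number 4. A candidate explanation is a different amount of spike-in or labelling input for those 2 samples, which was not tested. The spike-in was not used for scaling.

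Of 12 ERCC control probes, which match synthetic standards, 6 were above the 99th percentile of the 600 negative-control spots on all 6 arrays, as were 6 of 13 probes of another control series with the prefix ETG. By the stricter mark of well above background on all 6 arrays, used for the other probes, the counts were 5 ERCC and 2 ETG probes. ERCC RNA added together with the E1A spike-in is argued against. Between DMSO replicate 1 and the other arrays of slide 2, the 3 brightest E1A probes differed by -1.48 in the median, while the ERCC probes differed by -0.19. The ERCC probes were higher on slide 1 than on slide 2 by 0.81 in the median. Binding of cellular or labelling material, and ERCC RNA added at another step, stay open, and no biological explanation was tested.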

How the results depend on the processing

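The fits that combine the slide block with another alternative, the count with no fold threshold and the adjustment over custom probes alone were chosen after seeing the data. The 4 named probes kept their direction and an adjusted p under 0.05 in all 18 alternatives run for them, with adjusted p between 8.29e-06 and 0.00503. The differences of the control probes and the named probes kept their sign in the 18 alternatives run for them. Lower probes outnumbered higher ones except with array weights and with treat, and, once slide was a block, with no filter (4851 higher, 4703 lower) and with treat.

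Counts were within 1.5 times the reported ones under quantile scaling, median scaling, both alternative filters, the trend with a robust prior, the slide block and the methods' t-test at its own threshold (9155 probes at an unadjusted p under 0.05 and a fold change over 2). Leaving out saturated probes changed nothing, since there were 0. Adjustment over custom probes alone gave 5381 custom probes.

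Normexp background correction with an offset of 50 moved the counts. After normexp with the 75th percentile, 4569 probes changed (1167 higher, 3402 lower; 2042 catalogue, 2527 custom). After normexp with quantile scaling the counts were 4232 (1104 higher, 3128 lower, 1919 catalogue and 2313 custom). The share of higher probes was 25.5% and 26.1% there, against 41.1% as reported, 32.0% after quantile and 32.9% after median scaling. The offset in normexp shrinks the differences of dim probes by construction. No fit without the offset was run, so the correction and its offset cannot be told apart. Treat called 979 probes (493 higher, 486 lower, 410 catalogue and 569 custom), because it tests against the fold change of 2. The methods' t-test after Benjamini-Hochberg called 5319 (2057 higher, 3262 lower, 2203 catalogue and 3116 custom), and the cause was not tested. With no fold threshold 13881 probes passed (5780 higher, 8101 lower, 5502 catalogue and 8379 custom), by construction.

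Array weights gave 19261 probes (11211 higher, 8050 lower, 6669 catalogue and 12592 custom). The weights of DMSO replicate 2 (0.281) and imatinib replicate 4 (0.258), each alone in its group on its slide, were below those of the other 4 arrays (0.978 to 5.85), so that fit leaned on arrays where group and slide coincide. Array weights together with the slide block gave 9055 probes.

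Leaving out 1 array at a time gave 5913 to 12551 changed probes, 2551 to 5908 higher, 3362 to 6893 lower, 2367 to 4678 catalogue and 3546 to 7873 custom. The lowest count came without imatinib replicate 2, and the number of higher probes rose by over 1.5 times without DMSO replicate 2 (5908). Once slide was a block the leave-one-out range was 8135 to 9394. With that block, normexp gave 4226 (1464 higher, 2762 lower) with the 75th percentile and 3875 (1377 higher, 2498 lower) with quantile scaling, and treat gave 1954 (1010 higher, 944 lower).

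The replicate numbers were not taken to pair the arrays, since the labels name no shared batch and the correlations were not all above 0. The correlation of deviations from the group mean was -0.34 for the arrays numbered 1, which lie on different slides, and 0.59 for those numbered 2 and for those numbered 4, which share a slide. Slide weighs on these correlations, so they leave open whether the numbers mark a shared culture or labelling. The E1A level on both arrays numbered 4 was at least 0.887 above that of every other array, which ties those 2 arrays to each other but says nothing of numbers 1 and 2. With the replicate block 10117 probes changed, 4488 higher and 5629 lower, 3814 of them catalogue and 6303 custom. The 3′ GAPDH probe had an adjusted p under 0.05 there (-0.61, adjusted p = 0.0411).

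For the 3′ GAPDH probe the adjusted p over all alternatives ran from 0.0008 to 0.996. It was under 0.05 with slide as a block (-0.38), array weights (-1.01), and when DMSO replicate 2 or imatinib replicate 4 was left out (leave-one-out range -0.87 to -0.41). For the 5′ GAPDH probe the adjusted p was under 0.05 with normexp and the 75th percentile (-0.35) and with array weights (-0.47). It ran from 0.00748 to 0.996 over all alternatives (leave-one-out range of the difference -0.43 to -0.25). The PGK1 probes fell short only against a fold change of 2 (-1.43 and -1.65, adjusted p = 0.126 for each), and otherwise had adjusted p under 0.05. The cause of these changes was not tested.

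Adjustment over noncoding probes alone, averaging by gene name and the set tests of the gene lists were not run, because probes carry no gene name in these files. Signal over background limits the dim probes, where a change can be given only as an approximate bound.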

Other observations

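The tests of scaling, of slides and of 5′ ends for the PGK1 probes were chosen after the values were seen, and the other tests in this part before.

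Of the 10 splits of the 6 arrays into 3 and 3, only the real one, 1 split, gave as many calls (9029). The split by slide gave 5350 calls, fewer than the real split, but 27830 probes at an unadjusted p under 0.05, more than the 25398 of the real split. Each of the other 8 gave 0 (limma), with 222 to 873 probes at an unadjusted p under 0.05. Once slide was a block, 1 of 9 splits gave as many, and the other 8 gave 0, with 415 to 3016 probes at an unadjusted p under 0.05 against 34318. Each of these 8 splits put both treatments in each group. The treatment difference then entered the residual and held their counts down, as did the slide difference without the block. So their 0 calls do not measure chance. The number of splits with as many calls cannot exclude chance at the 0.05 level either, because so few splits exist. A difference between the slides as the source of the imatinib differences is argued against. The within-slide differences, which share no array, correlated across probes with r = 0.828 after the trend with brightness was removed. The 8 other ways to part the arrays of each slide gave -0.70 to 0.577. Each of those still set imatinib against DMSO in part, so their range is not what would be seen without a treatment difference. An effect of imatinib stays open as a hypothesis.

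The slides themselves differed at 5400 probes with group as a block (limma, the same thresholds). Local background was higher on slide 1, but it is argued against as the whole cause, since slide took 33.1% of the variance after group in the brightest of 4 equal classes of probes, where a factor with no effect would take about 2.85%, the residual variance per degree of freedom. A difference in labelling, hybridization or culture batch stays open, and no biological explanation was tested.

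The median difference of the kept probes was 0.226 (log2, imatinib minus DMSO) under 75th percentile scaling and 0.0739 after quantile scaling, so changes here are relative to that shift. It varied over the 4 classes of brightness by 0.324, from 0.341 in the dimmest class to 0.0163 in the brightest. Slide accounts for part of that range. With slide as a block the medians ran from 0.215 to 0.00915, within slide 1 from 0.173 to 0.0535, and within slide 2 from 0.251 to -0.0544. The remaining trend argues against one scale factor per array. Slides also explain part of the overall median, which was 0.128 within slide 1 and 0.113 within slide 2. These overall medians within slides remain above the median differences of arrays of the same group and slide, which were 0.00924 and -0.0063. A general rise of low-abundance transcripts and a brightness-dependent difference in labelling stay open.

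The fall of the PGK1 control probes was not removed by any scaling, where the value nearest to 0 was -1.43, or by comparison within slides, where it was -1.19 under 75th percentile scaling and -1.18 over all scalings. It was greater than that of probes of similar brightness. With slide as a block, 1.7% of the 1000 kept probes nearest in mean signal fell as far as the 3′ probe and 4.3% as far as the 5′ probe. Loss of 5′ ends in the imatinib RNA is argued against as the cause, since with slide as a block the difference was -1.25 (SE 0.12) at the 3′ probe, near the -1.34 (SE 0.12) at the 5′ probe. The 5′ minus 3′ difference moved by -0.0939 (SE 0.0789) for PGK1 and by 0.148 (SE 0.134) for GAPDH. A lower PGK1 mRNA level with imatinib is therefore a hypothesis. For GAPDH, whether the fall is shared by probes of like brightness was left open. With slide as a block the medians of the 1000 nearest probes were 0.166 for the 3′ probe and 0.0738 for the 5′ probe, above 0, against GAPDH differences of -0.38 (SE 0.14) and -0.23 (SE 0.11). Yet these probes went both ways, and 8.6% and 22.1% of them fell as far, so the GAPDH probes did not stand apart from them.

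At the thresholds that the study names, the methods' t-test called 3773 probes higher and 5382 probes lower with imatinib, of 78163 probes of every kind. Those counts are higher than the ones quoted from the study above, which are counts of lncRNAs and not of probes.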
